# Translational regulation of *Anopheles gambiae* mRNAs in the midgut during *Plasmodium falciparum* infection

**DOI:** 10.1186/1471-2164-13-366

**Published:** 2012-08-02

**Authors:** Edward A Mead, Meng Li, Zhijian Tu, Jinsong Zhu

**Keywords:** Genome-wide study, mRNA translation, Polysome, Mosquito immune reaction, Malaria parasite

## Abstract

**Background:**

Malaria is caused by *Plasmodium* parasites, which are transmitted via the bites of infected Anopheline mosquitoes. Midgut invasion is a major bottleneck for *Plasmodium* development inside the mosquito vectors. Malaria parasites in the midgut are surrounded by a hostile environment rich in digestive enzymes, while a rapidly responding immune system recognizes *Plasmodium* ookinetes and recruits killing factors from the midgut and surrounding tissues, dramatically reducing the population of invading ookinetes before they can successfully traverse the midgut epithelium. Understanding molecular details of the parasite-vector interactions requires precise measurement of nascent protein synthesis in the mosquito during *Plasmodium* infection. Current expression profiling primarily monitors alterations in steady-state levels of mRNA, but does not address the equally critical issue of whether the proteins encoded by the mRNAs are actually synthesized.

**Results:**

In this study, we used sucrose density gradient centrifugation to isolate actively translating *Anopheles gambiae* mRNAs based upon their association with polyribosomes (polysomes). The proportion of individual gene transcripts associated with polysomes, which is determined by RNA deep sequencing, reflects mRNA translational status. This approach led to identification of 1017 mosquito transcripts that were primarily regulated at the translational level after ingestion of *Plasmodium falciparum*-infected blood. Caspar, a negative regulator of the NF-kappaB transcription factor Rel2, appears to be substantially activated at the translational levels during *Plasmodium* infection. In addition, transcripts of Dcr1, Dcr2 and Drosha, which are involved in small RNA biosynthesis, exhibited enhanced associations with polysomes after *P. falciparum* challenge. This observation suggests that mosquito microRNAs may play an important role in reactions against *Plasmodium* invasion.

**Conclusions:**

We analyzed both total cellular mRNAs and mRNAs that are associated with polysomes to simultaneously monitor transcriptomes and nascent protein synthesis in the mosquito. This approach provides more accurate information regarding the rate of protein synthesis, and identifies some mosquito factors that might have gone unrecognized because expression of these proteins is regulated mainly at the translational level rather than at the transcriptional level after mosquitoes ingest a *Plasmodium*-infected blood meal.

## Background

Malaria is the most deadly tropical parasitic disease faced by mankind, responsible for around 1.2 million deaths each year [1]. The malaria parasite *Plasmodium* must complete a complex developmental cycle in the mosquito in order to be transmitted from person to person. When a female mosquito feeds on an infected human, it takes up parasite-laden blood. *Plasmodium* gametocytes rapidly differentiate to male and female gametes, and fertilize inside the mosquito midgut to produce zygotes. The zygotes develop into motile ookinetes that invade and traverse the midgut epithelial cells [2]. In the space between the midgut epithelium and the basal lamina, the ookinetes transform into oocysts. After maturation, each oocyst ruptures and sends out thousands of sporozoites into the hemolymph. These sporozoites later migrate to the mosquito’s salivary glands and are released into the saliva during a subsequent blood meal, infecting another person and completing the parasite cycle in the mosquito [3].

Mosquitoes have developed various mechanisms to confront *Plasmodium* infection. To accomplish transmission from person to person, the malaria parasite *Plasmodium* must undergo complex developmental transitions and survive numerous attacks from the mosquito’s innate immunity system [2,4]. A variety of mosquito factors have been shown to affect the development of *Plasmodium* parasites in the mosquito {reviewed in [4,5]}. A better understanding of the cellular and molecular mechanisms that underlie vector-parasite interaction may provide critical targets and facilitate the development of new effective malaria control strategies.

The midgut represents one of the most challenging environments for the survival and development of *Plasmodium*. Microarray analyses have unravelled many transcriptional changes in the mosquito midgut in response to *Plasmodium* infection [6-8]. These informative studies detail the relative abundance of steady-state mRNA, providing the vector-borne disease community with valuable information regarding the transcriptional response to infection. However, these assays could not address whether or when the cognate proteins are actually synthesized, and whether translational regulation of mosquito mRNA takes place in response to *Plasmodium* challenge.

Polysome profiling has been previously used in other organisms to identify translational regulation in nutritional homeostasis [9], cellular stress response [9,10], embryogenesis [11], spermatogenesis [12], cancer progression and cancer chemotherapy [13,14]. This approach is based on the principle that messenger RNAs that are being actively translated usually have multiple ribosomes associated with them, forming large structures known as polysomes. In contrast, translationally inactive mRNAs generally are associated with messenger ribonucleoprotein particles or a single ribosome (collectively called “nonpolysomes”). Sucrose density gradient centrifugation is used to separate polysomes from nonpolysomes. The mRNA levels of individual genes in polysome fractions and nonpolysome fractions are determined by using a variety of different methods, and the ratios reflect mRNA translational status [15]. Here we report our systematic study of the translational status of individual mRNA species in *Anopheles gambiae* midguts after a blood meal containing *Plasmodium falciparum* gametocytes. RNA polysomal profiling indicates that transcripts of a large group of mosquito genes are enriched in polysome fractions in *P. falciparum*-infected mosquitoes, as compared with the uninfected control. The result suggests that translational regulation of gene expression in mosquito midguts has a profound impact on the anti-malaria reactions. This approach provides more molecular details in the interaction between mosquitoes and malaria parasites, and may reveal additional targets that can be exploited to reduce mosquito vector competence via genetic manipulation.

## Results

### Changes in mRNA association with polysomes after *P. falciparum* infection

Our hypothesis is that midgut invasion by *P. falciparum* ookinetes alters mosquito gene expression at both the transcriptional and translational levels. To test this hypothesis, we analyzed genome-wide mRNA translational status by measuring the proportion of individual mRNA species in polysome complexes.

Midguts from female *Anopheles gambiae* mosquitoes were dissected at approximately a day (22–26 hours) after ingestion of *P. falciparum*-infected blood. Mosquitoes fed on uninfected blood were used as control. A portion of the midguts were used for isolation of total cellular RNA. Extracts of the remaining midguts were fractionated over sucrose density gradients, and fifteen fractions were collected from the top of each gradient (Figure 1). Non-polysomal fractions, as well as polysomal fractions were combined, respectively, to obtain two RNA pools per gradient for three independent experiments. The first, last and the sample between non-polysomal and polysomal, were all discarded to ensure pure pools from each set. A fourth experiment was conducted where the polysomal and non-polysomal samples were not pooled, to be used later for qRT-PCR. 

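Polysome profiling separates mRNAs by the number of ribosomes they carry, and the share of an mRNA found in the polysome (PS) pool rather than the nonpolysome (NP) pool is taken as its translational state. The experiment covered 3 independent infections (Sets 1 to 3), each with midguts of P. falciparum-infected and uninfected mosquitoes collected 22 to 26 hours after the blood meal. Each set gave 6 libraries, so that PS, NP and total RNA were each measured in 3 infected and 3 uninfected samples, 18 libraries in all. The authors deposited the number of read hits on each of 13621 annotated transcripts in each library, without normalization. The libraries held between 473146 and 7772228 counts. The medians were 3423900 counts for infected PS, 1049208 for uninfected PS, 3527074 for infected NP, 3608010 for uninfected NP, 5144550 for infected total RNA and 2634845 for uninfected total RNA. The uninfected PS libraries of Sets 1 and 2 were the shallowest of their group, with 1049208 and 473146 counts against 4992710 in Set 3. From these counts, each PS and NP library was scaled to its rps7 count as in the methods, the relative PS loading PL = P/(NP + P) was computed for each of the 6 gradients, and 4567 transcripts with at least 20 reads in every gradient were kept. The recomputed log2 PL changes differed from those of Table S1 by at most 5.27e-06 over its 1177 transcripts. A model of the counts themselves was fitted with edgeR's quasi-likelihood method, in which PS and NP were compared within each gradient and the effect of infection on that difference was tested with Benjamini-Hochberg adjustment. Transcripts are given by their VectorBase identifiers, with gene names from Table 3 and Table S1. The other identifiers are not paired with names in the tables used here, and genome coordinates are not used.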

The mRNA levels of individual mosquito genes in polysome (PS) fractions, nonpolysome (NP) fractions and unfractionated steady-state (total) RNA were determined using high throughput RNA deep sequencing. 

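The total of each deposited column equalled the number of mapped reads that Table 1 gives for that library, in 18 of 18 libraries. The share of reads mapped was lowest in the uninfected PS libraries of Sets 1 and 2, at 22.0% and 21.5%, and was 83.5% in that of Set 3. The infected PS libraries mapped 80.7%, 42.9% and 74.4% of their reads. The 10 most abundant transcripts took 61.7% of the counts in the infected NP library of Set 1, 28.3% in that of Set 2 and 50.9% in that of Set 3. They took between 22.3% and 31.2% in the 3 uninfected NP libraries.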

Each RNA pool generated 2.1-9.8 million raw reads (Table 1).

**Figure 1:**
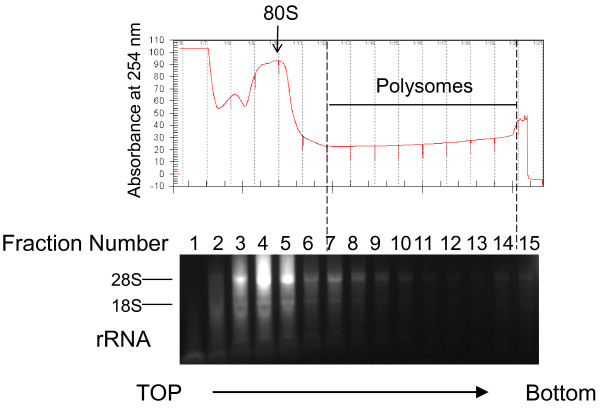
**Isolation of mRNA associated with polysomes.** Midguts were collected from female adult *An. gambiae* mosquitoes at about 24 h after ingestion of *P. falciparum*-infected or uninfected blood. Cellular extracts were sedimented by centrifugation in a 10-60% sucrose gradient, and 15 fractions were collected. Absorbance profile at 254 nm (top) is shown for a representative sample together with analysis of rRNA extracted from each fraction. RNA was separated on 1% agarose/formaldehyde gel followed by SYBR gold staining. The position of the 80 S peak is indicated.

**Table 1:** ** *An. gambiae* RNA-seq Expression Data**

	**Infected Non-polysomal**	**Infected Polysomal**	**Uninfected Non-polysomal**	**Uninfected Polysomal**	**Uninfected Total RNA**	**Infected Total RNA**
Total Reads Set 1	7785361	4244042	4781123	4766035	2081115	6150051
Total Reads Set 2	3871849	3442387	3351084	2203276	9837495	4328298
Total Reads Set 3	6597022	6980908	8588835	5980648	3009585	8407264
Reads Mapped to Transcriptome Set 1	3527074 (45.3%)	3423900 (80.7%)	3608010 (75.5%)	1049208 (22.0%)	1483831 (71.3%)	5144550 (83.7%)
Reads Mapped to Transcriptome Set 2	2332634 (60.2%)	1476806 (42.9%)	2557909 (76.3%)	473146 (21.5%)	7772228 (79.0%)	2612416 (60.4%)
Reads Mapped to Transcriptome Set 3	4942339 (74.9%)	5191081 (74.4%)	7221237 (84.1%)	4992710 (83.5%)	2634845 (71.3%)	5992586 (71.3%)

Sequence reads are listed for three independent experiments (Sets 1–3). The six samples were multiplexed and sequenced together. Each set had roughly 30 million raw reads. Erroneous reads and reads where linkers were incomplete or missing were excluded from total number of reads. Reads mapped to transcriptome are the number (and percentage) of reads which matched back to the *An. gambiae* cDNA P3.4 database.

Signal intensities of transcripts from each PS pool were compared to those of transcripts from a matching NP pool. To quantify the translational status of individual mRNA species, we define the relative PS loading (PL) as the extent of mRNA association with polysomes:

(1) $$PL=\frac{Expression\;level\;in\;PS}{Expression\;level\;in\;NP+Expression\;level\;in\;PS}$$

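PS and NP libraries were scaled separately, so PL levels are relative and not absolute shares of an mRNA on polysomes. With rps7 scaling, the median PL over the 4567 transcripts was 0.502, 0.368 and 0.528 in the infected gradients of Sets 1, 2 and 3. It was 0.0990, 0.108 and 0.212 in the uninfected gradients. The 3 infected medians all lay above the 3 uninfected ones (two-sided exact permutation test, p = 0.1, the smallest that 3 gradients against 3 allow). The median log2 PL change over all transcripts was 1.56. It was 2.25 within Set 1, 1.28 within Set 2 and 1.29 within Set 3. When the libraries were scaled by edgeR's TMM method instead, the medians were 0.349, 0.327 and 0.351 in the infected gradients and 0.257, 0.223 and 0.278 in the uninfected ones, and the median log2 PL change fell to 0.41.

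**Figure D1:**
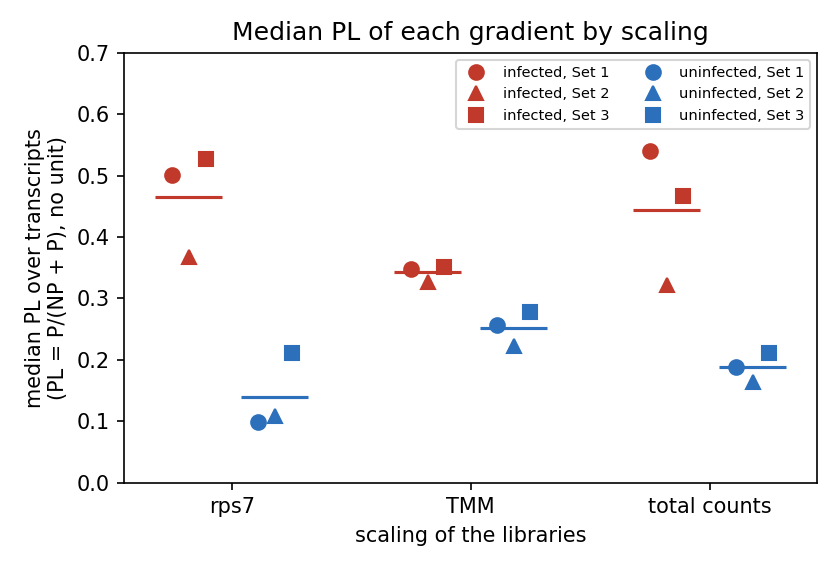
Median PL over transcripts of each gradient (y axis, no unit) with the libraries scaled by rps7, by TMM or by total counts (x axis). Each point is 1 gradient, with its shape giving the set, and each bar is the mean of 3 gradients. With rps7 scaling the infected gradients sit between 0.368 and 0.528 and the uninfected ones between 0.0990 and 0.212.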

PL values were compared between the mosquitoes fed on *P. falciparum*-infected or -uninfected blood. After exposure to *Plasmodium* parasites, 1170 transcripts became increasingly associated with polysomes (≥ 2 fold, *p* < 0.05) in mosquito midguts (Additional file 1: Table S1). In contrast, only 7 transcripts shifted more towards nonpolysomal fractions (≥ 2 fold, *p* < 0.05).

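By the criterion of the methods, 1179 of the 4567 transcripts had an increased PL, including all 1170 listed in Table S1. Of the 9 others, 1 had a PL of 0 in the 3 uninfected gradients, so that its log2 change is not defined. The median PL of the 1179 transcripts was 0.529 in infected and 0.109 in uninfected mosquitoes, and 299 of them had no read in at least 1 uninfected PS library. Without regard to the test, 2982 transcripts had a log2 PL change of at least 1 and 8 had one of at most -1. The criterion uses unadjusted p-values, by which 1279 transcripts lay under 0.05 where chance gives 228.3, and 39 transcripts remained increased when the p-values were adjusted by the Benjamini-Hochberg method. The 3 infected PL values all lay above the 3 uninfected ones in 2058 transcripts, or 45.1%, and all below in 49, or 1.07%, where chance gives 5% each way. In the edgeR quasi-likelihood test of PS against NP by infection, 0 transcripts passed an adjusted p of 0.05 in either direction. The smallest adjusted p was 0.0692, 1251 transcripts had an adjusted p under 0.1, and 1775 had an unadjusted p under 0.05. The count of 0 depends on the threshold and is not evidence that no transcript changed. With the set as a replicate block, the same edgeR test called 1193 transcripts increased and 0 decreased, and 577 of the 1193 are in Table S1. The block leaves fewer residual degrees of freedom than the test without it. The Wald test of DESeq2 without the block called 2071 increased and 5 decreased. With TMM scaling, combinations chosen after seeing the data, these were 0 and 0 with the block and 438 and 171 with DESeq2. A paired form of the criterion, which takes the set as the block, gave 706 increased and 2 decreased. With TMM scaling 315 transcripts were increased and 212 decreased, so that 59.8% of the changed transcripts were increased rather than 99.4%, and the 315 were all among the 1179. TMM scaling removes a factor common to most transcripts, so the more even balance follows in part from the scaling itself. With total-count scaling 720 were increased and 38 decreased.

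**Figure D2:**
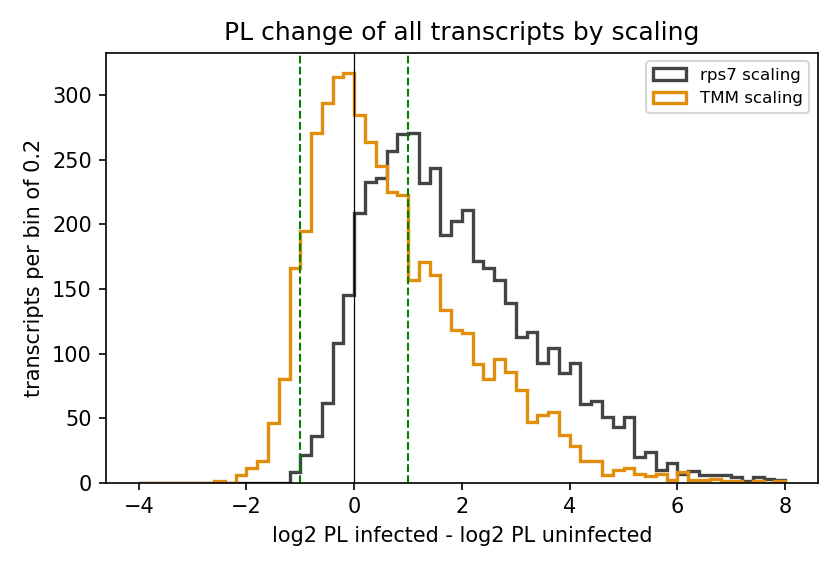
Number of transcripts (y axis) by log2 PL change between infected and uninfected mosquitoes (x axis, equal bins, the largest values placed in the last bin, 4 transcripts without a finite change left out) with rps7 scaling and with TMM scaling. Dashed lines mark changes of -1 and 1. The median is 1.56 with rps7 scaling and 0.41 with TMM scaling.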

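The recount gave the same 7 transcripts as Table S1, and their 3 infected PL values all lay below the 3 uninfected ones (two-sided exact permutation test for each, p = 0.1, the smallest possible). The 7 were selected on these same PL values, so their separation is not independent evidence. The largest fall in log2 PL with rps7 scaling was that of AGAP006353-RA, from a PL of 0.583 ± 0.0242 (SD, n = 3) to 0.257 ± 0.124 (SD, n = 3), a log2 change of -1.18. For AGAP000096-RA the PL was 0.547 ± 0.0768 (SD, n = 3) in uninfected and 0.243 ± 0.149 (SD, n = 3) in infected mosquitoes, a log2 change of -1.17, or -0.76 without the infected gradient of Set 1 and -0.62 with the libraries thinned to equal depth. The other 5 changed by between -1.13 and -1.03. A pair of these transcripts had counts that differed by at most 2 in all 18 libraries, so the counting does not separate them and both are uncertain. The edgeR adjusted p of the 7 lay between 0.110 and 0.269. With TMM scaling their log2 PL changes were between -2.18 and -1.58.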

To validate the alteration of polysome-mRNA association, we carried out quantitative real-time RT-PCR (qRT-PCR) analysis with PS and NP RNAs collected in the above-mentioned experiments. PL values were compared for 16 selected genes between the *Plasmodium*-challenged and control mosquitoes. These genes were selected to represent various expression levels and functional categories. A decent correlation coefficient (R^2^ = 0.8611) was observed between the PL values determined by RNA deep sequencing and qRT-PCR, indicating that RNA-seq analysis provides reliable PL data (Figure 2).

**Figure 2:**
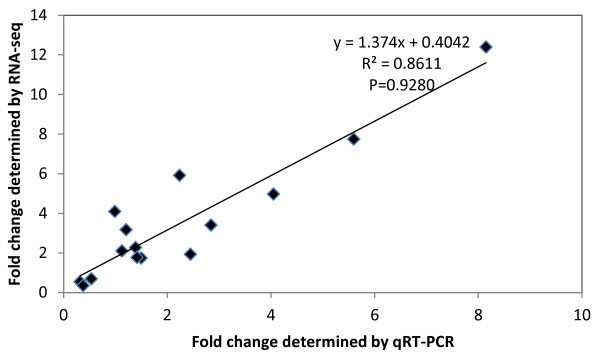
**Validation of the RNA-seq results with quantitative RT-PCR.** The extent of mRNA association with polysomes was compared between mosquitoes fed on *P. falciparum*-infected and uninfected blood. Changes in the relative PS loading (PL) obtained by RNA-seq analysis were plotted against the corresponding changes obtained with real-time RT-PCR. For both RNA-seq and RT-PCR analysis, the mean values of PL were calculated based on data from three independent experiments. Sixteen genes were analyzed. The Pearson correlation coefficient (p =0.9280) and the best-fit linear-regression analysis (R^2^ = 0.8611) demonstrated a high degree of correlation of the magnitude of regulation between the two assays.

### Identification of mosquito genes that are primarily regulated at the translational level in response to *P. falciparum* infection

It is conceivable that some of changes in PL values simply reflect up- or down-regulation at the transcriptional level. 

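Total RNA was tested on the same 4567 transcripts in the 6 total RNA libraries, scaled by rps7. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 transcripts were increased and 1 was decreased at an adjusted p under 0.05, and 1007 had an unadjusted p under 0.05. DESeq2 called 95 increased and 332 decreased. The transcript called by edgeR, AGAP012296-RA, had 65.3 ± 7.42 scaled counts (SD, n = 3) in infected and 977 ± 473 (SD, n = 3) in uninfected mosquitoes, a log2 fold change of -3.90 (standard error 0.54, edgeR adjusted p = 0.0303), and was lower in the infected sample in 3 of 3 sets. When the set was entered as a replicate block, edgeR called 0 transcripts in either direction. It also called 0 when any of the 3 infected libraries or the uninfected library of Set 2 was left out. Without the uninfected library of Set 1 it called 382 increased and 202 decreased, and without that of Set 3 it called 0 increased and 35 decreased.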

The central concept of translational regulation is that cellular gene expression is governed by the efficiency of translation of a given mRNA in the absence of a corresponding change in steady-state mRNA levels [16]. In order to uncover mosquito genes that are regulated by translational mechanisms after exposure to *Plasmodium* parasites, we plotted the difference in mRNA association with polysomes (log_2_PL_Infected_ - log_2_PL_Uninfected_) between the *Plasmodium*-challenged and control mosquitoes against the difference in cellular transcript levels (log_2_mRNA_Infected_- log_2_mRNA_Uninfected_) for every detectable mRNA. As shown in Figure 3, the dots in rectangle I represent transcripts that show no significant difference in total cellular abundance between the two mosquito groups, but vary considerably in polysomal association, indicating that expression of those genes is up-regulated at the translational level. 

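Over the transcripts that passed the read minimum, and without regard to the test of the methods, 1887 had a log2 PL change of at least 1 with a log2 total RNA change between -1 and 1. A further 816 had a log2 PL change of at least 1 while total RNA fell to at most -1, and 279 had both increased. Across the 4563 transcripts with finite values in both, the log2 PL change and the log2 total RNA change were negatively related, with Pearson's r = -0.55 and Spearman's rho = -0.54. These are relations across transcripts, which are not independent replicates. Within single sets the relation differed, with r = -0.59 in Set 1, 0.17 in Set 2 and -0.20 in Set 3, so that it did not hold within each set.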

The transcript levels of some other mRNA species (dots in rectangle II) decrease in the *Plasmodium*-challenged mosquitoes, while the mRNA polysomal recruitment even increases in these mosquitoes, again demonstrating the translational enhancement in the infected mosquitoes.

**Figure 3:**
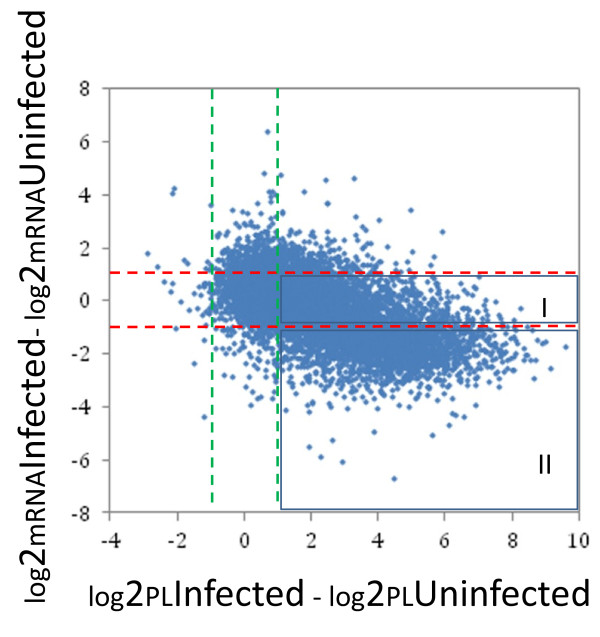
**Comparison of mRNA abundance and mRNA polysomal association between *P. falciparum* -challenged and control mosquitoes.** The difference in transcript levels (log_2_mRNA_Infected_- log_2_mRNA_Uninfected_) was plotted with the difference in translation state (log_2_PL_Infected_ - log_2_PL_Uninfected_) at around 24 h post blood meal in mosquitoes that were fed on *P. falciparum*-infected and -uninfected blood. Cut-off values (−1.0 and 1.0) for the change in transcript levels and translation state is depicted as red and green dashed lines, respectively.

Among the 1170 transcripts showing significantly increased association with polysomes, the steady-state mRNA levels of 160 transcripts also increased after *Plasmodium* infection (Table 2). 

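In the recount, total RNA was increased by a log2 change of at least 1 in 163 of the 1179 transcripts with increased PL. This group is defined by the fold change alone, and 33 of the 163 also had an unadjusted p under 0.05 when the unpaired test of the methods was applied to the scaled total RNA. Without the uninfected replicate of Set 1 the group held 246 of 574 transcripts with increased PL. Without that of Set 2 it held 69 of 625.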

The majority of the transcripts (905) remained at relatively constant level while the amount of mRNA for 105 genes went down in the *Plasmodium*-challenged mosquitoes. 

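Total RNA lay within a log2 change of -1 to 1 in 911 transcripts and at or below -1 in 105. Of the 911, 16 had an unadjusted p under 0.05 for total RNA, and of the 105, 41 did. With TMM scaling the 3 groups held 42 increased, 230 constant and 43 decreased transcripts. The decreased group depended most on single replicates, each omission taking out a gradient and its total RNA library. It held 782 of 2079 transcripts with increased PL without the infected replicate of Set 2. Without the uninfected replicate of Set 1 it held 24 of 574. The number with increased PL itself changed, so these counts are not directly comparable with 105.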

For the 7 transcripts exhibiting decreased association with polysomes, their steady-state mRNA levels either showed no significant change in total cellular abundance or moved in opposite direction. Together, we have identified 1017 transcripts in the midgut of *An. gambiae* that are primarily regulated at translational level after ingestion of *P. falciparum*-infected blood. 

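Of the 7 transcripts with decreased PL, 5 had a log2 total RNA change between -1 and 1, 2 had one above 1, and 0 had one of -1 or below. The 2 increases were 1.48, with an edgeR adjusted p of 0.143 for total RNA, and 1.18, with an edgeR adjusted p of 0.285. Without the infected replicate of Set 2 the latter was 0.75.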

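Taking the transcripts with increased PL and constant or decreased total RNA together with the 7 of decreased PL, the recount gave 1023 transcripts. The 1179 transcripts with increased PL came from 1110 genes, of which 60 were represented by more than 1 transcript. Of the transcripts with increased PL and constant or decreased total RNA, and of the 7 with decreased PL, the paper concludes that they are regulated mainly through translation.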

Proteins encoded by these transcripts are predicted to have diverse molecular functions (Figure 4). Compared with the transcriptome in the midgut, overrepresented or underrepresented gene ontologies were not found in the translationally regulated genes.

**Table 2:** **Numbers of *An. gambiae* transcripts showing enhanced polysomal association after feeding on *P. falciparum* -infected blood**

	**Steady-state mRNA levels**		
	**Significantly increased**	**Unchanged**	**Significantly decreased**
Transcripts showing significantly increased polysome loading (1170 in total)	160	905	105
Transcripts showing significantly decreased polysome loading (7 in total)	2	5	0

The list includes transcripts showing enhanced polysomal association [(log_2_PL_Infected_ - log_2_PL_Uninfected_) ≥1, *p* < 0.05] or decreased association [(log_2_PL_Infected_ - log_2_PL_Uninfected_) ≤ −1, *p* < 0.05] in response to *Plasmodium* infection. Unchanged steady state mRNA levels are defined as within the cut-off [1 ≥ (log_2_mRNA_Infected_- log_2_mRNA_Uninfected_) ≥ −1].

**Figure 4:**
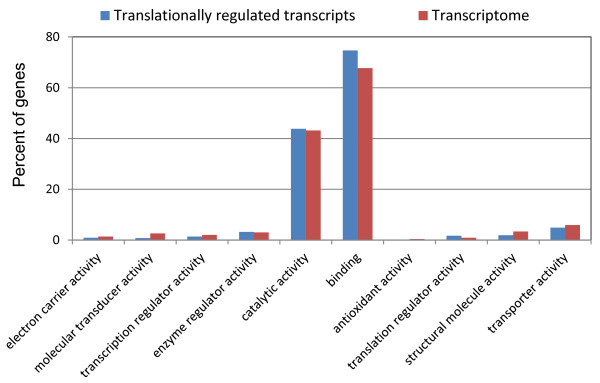
**Annotation of translationally regulated genes.** The identified translationally regulated genes are grouped by molecular function based on the *Anopheles gambiae* GO annotation information (www.vectorbase.org). GO identities were imported into WEGO (http://wego.genomics.org.cn/cgi-bin/wego/index.pl; [17]) to provide a list of categorized functions. Percentages of genes belonging to each category are shown in y-axis. For comparison, all the genes detected in the unfractionated RNA samples (transcriptome) are also included in this analysis.

### Translational regulation of immune-related genes in mosquito defense reactions against invading *P. falciparum*

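All 25 genes of Table 3 had their 3 infected PL values above their 3 uninfected ones (two-sided exact permutation test for each, p = 0.1, the smallest possible for 3 against 3). Mean PL ranged from 0.329 to 0.783 in infected mosquitoes and was at most 0.181 in uninfected ones. The log2 PL changes ranged from 1.61 to 5.75 with a median of 2.56. In the edgeR test of PS against NP by infection, 0 of the 25 passed an adjusted p of 0.05 when adjusted over all transcripts, with adjusted p-values between 0.0692 and 0.152. At an unadjusted p under 0.05 there were 24, and 24 passed when adjusted over the list alone. The list was chosen on these same libraries, so neither this last count nor the separation of the gradients in all 25 is independent evidence. With the set as a replicate block 15 of the 25 passed over all transcripts, and 24 did in the DESeq2 test. With TMM scaling all 25 log2 PL changes stayed above 0, between 0.21 and 4.97 with a median of 1.43, 9 of the 25 met the criterion of the methods, and 6 passed in edgeR when adjusted over the list alone.

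**Figure D3:**
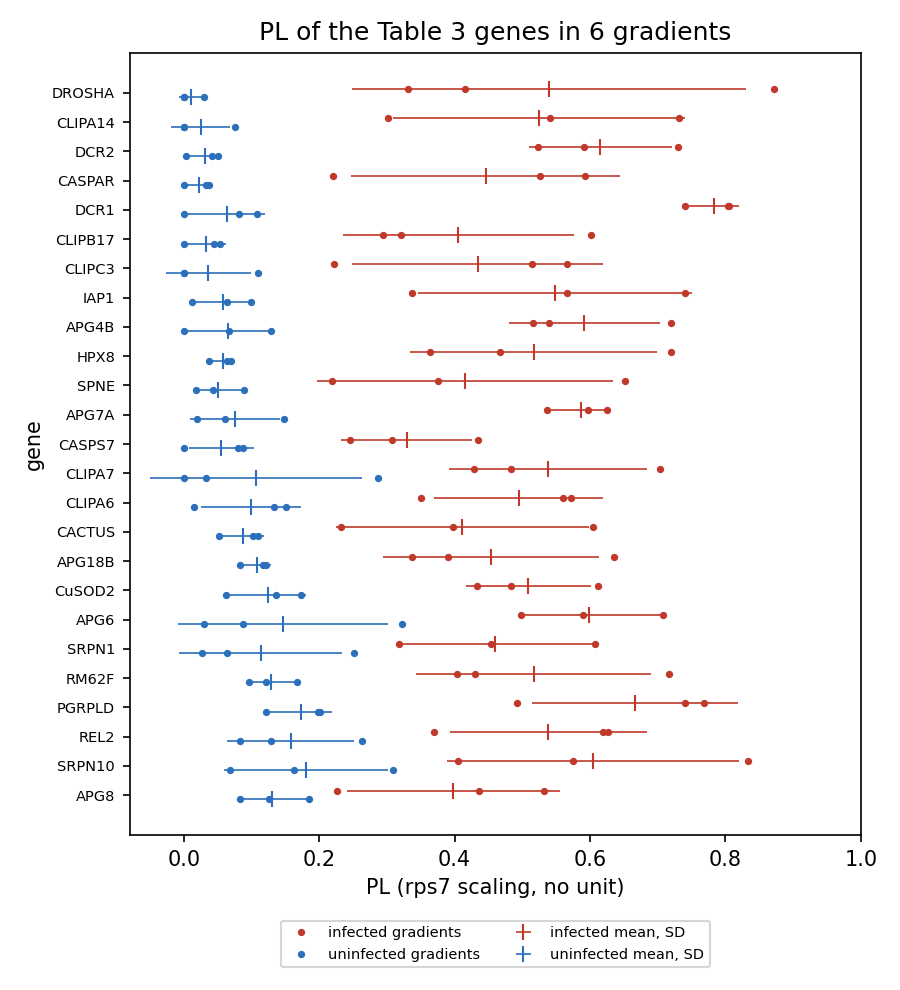
PL of the 25 genes of Table 3 (y axis) with rps7 scaling (x axis, no unit). Dots are the 3 infected and the 3 uninfected gradients, and ticks with bars are the mean and SD of each group. Infected means lie between 0.329 and 0.783 and uninfected means at or below 0.181.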

In *An. gambiae*, twenty-five immune-related genes displayed a significantly higher polysomal association and therefore more active translation during infection (Table 3). These genes are implicated in different pathways of mosquito innate immunity [18,19]. Five genes (APG4B, APG6, APG7A, APG8 and APG18B) are involved in autophagy. 

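Among these, APG7A rose from a PL of 0.0757 ± 0.0657 (SD, n = 3) in uninfected to 0.586 ± 0.0449 (SD, n = 3) in infected mosquitoes, a log2 change of 2.95, and APG4B from 0.0651 ± 0.0644 (SD, n = 3) to 0.592 ± 0.112 (SD, n = 3), a log2 change of 3.18. APG18B changed by 2.08, APG6 by 2.03 and APG8 by 1.61 on the log2 scale. With TMM scaling the change of APG8 was 0.21, below the median of all transcripts of 0.41. The uninfected PL of APG6 varied widely, with 0.0294, 0.322 and 0.0876 in Sets 1 to 3, and without the uninfected gradient of Set 2 its log2 PL change was 3.30. With the set as a replicate block in edgeR, 2 of the 5 genes had an adjusted p under 0.05.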

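For the Clip-domain protease genes and SRPN1 the number of reads in the uninfected PS libraries was small, while SRPN10 had 512, of which 436 came from Set 3. CLIPB17 had 4 reads in the 3 uninfected PS libraries together against 147 in the NP libraries, and 57 against 74 in infected mosquitoes, giving a PL of 0.0330 ± 0.0289 (SD, n = 3) and 0.405 ± 0.170 (SD, n = 3) and a log2 PL change of 3.62. CLIPA14 had 11 uninfected PS reads, all of its uninfected PL coming from Set 3, and a log2 PL change of 4.38. CLIPC3 had 12, all in Set 3, and changed by 3.57. CLIPA6, CLIPA7 and SRPN1 had 68, 83 and 33 such reads and log2 PL changes of 2.31, 2.34 and 2.02. Set 3 gave 80 of the 83 reads of CLIPA7 and 29 of the 33 of SRPN1, and without the uninfected gradient of Set 3 their log2 PL changes were 5.01 and 3.35. With the libraries thinned to equal depth the log2 PL change was 2.90 for CLIPA14, 4.85 for CLIPB17, 3.54 for CLIPC3, 2.03 for CLIPA6, 2.15 for CLIPA7 and 2.96 for SRPN1. Thinning draws reads at random, so these values are uncertain where few uninfected PS reads were present.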

Seven genes (CLIPA6, CLIPA7, CLIPA14, CLIPB17, CLIPC3, SRPN1 and SPRN10) encode Clip-domain serine proteases and serine protease inhibitors that are presumably involved in activation cascades. 

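HPX8 was well covered, with 4017 PS and 3093 NP reads in the infected and 493 PS and 10941 NP reads in the uninfected mosquitoes. Its PL was 0.517 ± 0.183 (SD, n = 3) and 0.0573 ± 0.0175 (SD, n = 3), and its edgeR log2 change of PS against NP was 4.20 (standard error 0.82, adjusted p = 0.0692, and 0.0254 with the set as a replicate block). CuSOD2, measured by AGAP005234-RB, had a PL of 0.509 ± 0.0920 (SD, n = 3) in infected and 0.124 ± 0.0566 (SD, n = 3) in uninfected mosquitoes.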

Two genes (HPX8 and CuSOD2) encode enzymes that catalyze generation and detoxification of reactive oxygen species, respectively. 

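In infected and uninfected mosquitoes respectively, the PL of CACTUS was 0.411 ± 0.187 and 0.0877 ± 0.0314, that of CASPAR 0.446 ± 0.199 and 0.0231 ± 0.0201, and that of REL2 0.539 ± 0.146 and 0.158 ± 0.0939 (SD, n = 3 in each group). The log2 PL changes were 2.23, 4.27 and 1.77. CASPAR rested on 29 reads in the uninfected PS libraries, with 0 in Set 1, against 1386 in the NP libraries. With the libraries thinned to equal depth the changes were 2.18, 2.91 and 1.29. With TMM scaling they were 0.78, 2.96 and 0.60, where the median of all transcripts was 0.41.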

Three genes (CACTUS, CASPAR and REL2) are components of Toll and IMD immune signalling pathways. Five genes (DCR1, DCR2, DROSHA, RM62F and SPNE) encode key proteins in the small RNA regulatory pathway.

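RM62F had a PL of 0.517 ± 0.173 (SD, n = 3) in infected and 0.129 ± 0.0360 (SD, n = 3) in uninfected mosquitoes, and SPNE 0.415 ± 0.219 (SD, n = 3) and 0.0504 ± 0.0356 (SD, n = 3). With the set as a replicate block in edgeR, 4 of these 5 genes had an adjusted p under 0.05, RM62F being the exception.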

**Table 3:** **Translationally regulated immune-related genes in response to *P. falciparum* infection**

**Ensembl Gene ID**	**ImmunoDB Identity**	**Polysome loading**		**Transcript abundance**	
		**Fold change (log**_**2**_**)**	**P-value**	**Fold change (log**_**2**_**)**	**P-value**
AGAP005910	APG18B	2.080	0.020	−0.812	0.135
AGAP008497	APG4B	3.183	0.002	−0.881	0.199
AGAP003858	APG6	2.031	0.014	−0.269	0.614
AGAP008637	APG7A	2.953	0.000	0.169	0.853
AGAP002685	APG8	1.606	0.048	−0.425	0.249
AGAP007938	CACTUS	2.229	0.041	0.041	0.953
AGAP006473	CASPAR	4.273	0.021	−1.055	0.288
AGAP000830	CASPS7	2.563	0.012	0.764	0.487
AGAP011788	CLIPA14	4.384	0.017	−0.078	0.926
AGAP011789	CLIPA6	2.312	0.009	0.619	0.489
AGAP011792	CLIPA7	2.336	0.025	−0.392	0.717
AGAP001648	CLIPB17	3.619	0.020	0.494	0.235
AGAP004318	CLIPC3	3.574	0.024	0.842	0.331
AGAP005234	CuSOD2	2.037	0.004	−0.531	0.141
AGAP002836	DCR1	3.632	0.000	−0.462	0.465
AGAP012289	DCR2	4.277	0.001	−1.882	0.020
AGAP008087	DROSHA	5.749	0.035	0.335	0.726
AGAP004038	HPX8	3.174	0.012	0.987	0.252
AGAP007294	IAP1	3.235	0.015	−1.360	0.029
AGAP005552	PGRPLD	1.942	0.006	−1.146	0.234
AGAP006747	REL2	1.767	0.019	−0.637	0.099
AGAP012523	RM62F	2.005	0.019	−0.446	0.478
AGAP002829	SPNE	3.042	0.047	−0.562	0.504
AGAP006909	SRPN1	2.017	0.033	0.630	0.475
AGAP005246	SRPN10	1.743	0.041	−0.869	0.119

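Table S1 holds 29 transcripts of the 25 genes of Table 3. Its column of ImmunoDB names is filled for 21 transcripts, and the transcripts behind 7 of the Table 3 genes have no entry there. The column also names REL-1 (AGAP009515-RA), whose PL was 0.597 ± 0.114 (SD, n = 3) in infected and 0.242 ± 0.0977 (SD, n = 3) in uninfected mosquitoes, with a log2 PL change of 1.30, an edgeR adjusted p of 0.120 and a log2 total RNA change of 0.84. Its log2 PL change lay below the median of all transcripts, and was 0.23 with TMM scaling, also below the median of all transcripts with that scaling.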

Among 1017 transcripts that are translationally regulated after ingestion of *P. falciparum*-infected blood, 35 transcripts have putative or established immune-related function (ImmunoDB identities). 

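More than 1 transcript met the criterion for 3 of the 25 genes. For APG18B the transcripts AGAP005910-RA and AGAP005910-RB changed in log2 PL by 2.08 and 2.07, and for PGRPLD AGAP005552-RA and AGAP005552-RB by 1.94 and 1.66. How reads in sequence shared by such transcripts were assigned is not given, so these cannot be taken as separate measurements.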

In several cases, alternate splice variants of the same gene were detected. Most of the transcripts in this list displayed significant translational change when insignificant change was observed in mRNA levels [1 ≥ (log_2_mRNA_Infected_- log_2_mRNA_Uninfected_) ≥ −1]. 

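Total RNA changed by a log2 value between -1 and 1 in 21 of the 25 genes and fell to -1 or below in the other 4, which were DCR2, IAP1, PGRPLD and CASPAR. Without the uninfected library of Set 1, 15 of the 25 lay between -1 and 1, 7 rose to 1 or above and 3 fell to -1 or below, with the largest rises in HPX8, at 2.67, and CLIPC3, at 2.55. With TMM scaling 19 lay between, 3 rose and 3 fell, and without the uninfected library of Set 3 18 lay between and 7 fell. The falls of CASPAR and PGRPLD, -1.05 and -1.15, rested on single libraries, being -0.32 without the uninfected library of Set 1 for CASPAR and -0.59 without that of Set 2 for PGRPLD. In edgeR's test of total RNA the smallest adjusted p among the 25 was 0.103.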

Some transcripts (i.e. DCR2) showed significant downregulation in transcription and upregulation in translation.

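The total RNA of DCR2 was 76.0 ± 5.06 scaled counts (SD, n = 3) in infected and 280 ± 94.6 (SD, n = 3) in uninfected mosquitoes, a log2 fold change of -1.88 (standard error 0.51, edgeR adjusted p = 0.103). IAP1 followed with a log2 fold change of -1.36 (standard error 0.47, edgeR adjusted p = 0.143).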

We selected four genes from the list to perform detailed polysomal profiling analysis (Figure 5). The CLIPB17 transcript was barely associated with ribosomes in the uninfected mosquitoes, and mRNA polysome association was evident in the *P. falciparum*-infected mosquitoes. For CASPAR, DCR1 and DCR2, their transcripts were loaded on polysomes even in the uninfected mosquitoes. It appeared that each mRNA molecule was associated with markedly more ribosomes in the infected mosquitoes as the transcripts were shifting more toward the bottom of the sucrose gradient, suggesting that more proteins were synthesized from each mRNA template. In contrast, the housekeeping gene *rps7* did not alter its mRNA distribution within the polysome profiles in the same experiment. The result demonstrated that the identified genes were regulated at the translational level in response to *Plasmodium* infection.

**Figure 5:**
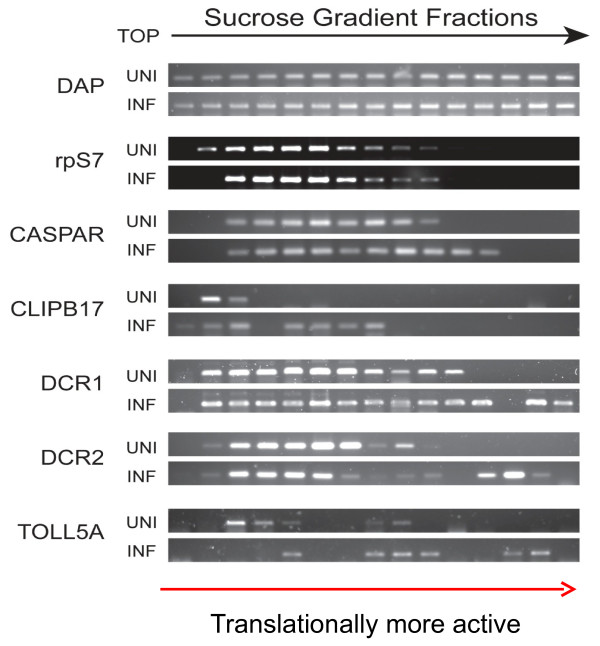
**Confirmation of polysome profiling with RT-PCR.** In an independent *P. falciparum* infection experiment, RNA samples collected from individual sucrose gradient fractions were not pooled together. RT-PCR was performed to display the distribution of mRNA in each fraction. Due to the presence of heparin in the extraction buffer, all RNA samples were treated with heparinase I (Sigma H2519) for 4 hours prior to RT-PCR in a protocol based on Izraeli S, et al. [20]. INF: *P. falciparum*-challenged mosquitoes. UNI: control mosquitoes. DAP: spike-in RNA control.

## Discussion

In this study, we discovered that a plethora of mosquito genes showed no significant difference in total cellular abundance between the *Plasmodium*-infected and uninfected mosquitoes, but varied considerably in polysomal association. Translational regulation allows cells to respond swiftly to all types of environmental stimuli and to fine-tune protein levels in both time and space. For most of the genes, it is unknown whether the enhanced translation is directly related to defense responses against invading *P. falciparum*.

Some of the genes, however, have been shown previously to play pivotal roles in anti-*Plasmodium* immunity. When the midgut of *An. gambiae* was invaded by the rodent malaria parasite *Plasmodium berghei*, SRPN10 was transcriptionally activated and overexpressed SRPN10 proteins were detected in the parasite-invaded midgut epithelial cells [21]. However, the mRNA levels were not significantly changed when *An. gambiae* was infected by the human malaria parasite *P. falciparum*[21,22]. Our experiment suggests that more SRPN10 proteins are still synthesized in the midgut of the infected mosquitoes as a result of enhanced translation.

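The SRPN10 values of Table 3 are those of AGAP005246-RE, whose PL was 0.604 ± 0.216 (SD, n = 3) in infected and 0.181 ± 0.121 (SD, n = 3) in uninfected mosquitoes, a log2 change of 1.74. A second transcript of the gene, AGAP005246-RC, had 0.638 ± 0.146 (SD, n = 3) and 0.286 ± 0.118 (SD, n = 3), a log2 change of 1.15. With TMM scaling the changes were 0.73 and 0.20. The log2 total RNA change of AGAP005246-RE was -0.87 (edgeR adjusted p = 0.299).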

Rel1 and Rel2, two NF-κB-like transcription factors, are key regulators of the mosquito immune response. Rel1 plays a critical role in controlling resistance of *An. gambiae* to the rodent malaria parasite *P. berghei*, while Rel2 seems to provide more protection against the human malaria parasite *P. falciparum*[23,24]*.* Rel1 and Rel2 are controlled by the negative regulators Cactus and Caspar, respectively. Our analysis suggested that Rel2, Cactus and Caspar were all translationally upregulated in the *P. falciparum*-infected mosquitoes. In future studies it will be interesting to find out whether over-expression of these proteins is restricted in the parasite-invaded midgut epithelial cells or occurs in all the epithelial cells. This may help to explain why expression of Rel2 and its inhibitor are both enhanced in response to *Plasmodium* infection.

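DCR1 had the highest infected PL of these genes, at 0.783 ± 0.0372 (SD, n = 3) against 0.0632 ± 0.0562 (SD, n = 3) in uninfected mosquitoes, with an edgeR log2 change of PS against NP of 6.14 (standard error 1.41, adjusted p = 0.0692, and 0.0254 with the set as a replicate block). DCR2 had a PL of 0.615 ± 0.106 (SD, n = 3) against 0.0317 ± 0.0252 (SD, n = 3), with an edgeR log2 change of 6.02 (standard error 1.28, adjusted p = 0.0692, and 0.0254 with the block). DROSHA had a PL of 0.539 ± 0.291 (SD, n = 3) in infected mosquitoes, and 0, 0 and 0.0301 in the uninfected gradients of Sets 1 to 3. Only 2 of its 230 uninfected PS and NP reads were PS reads, a share of 0.870% with an exact Clopper-Pearson 95% confidence interval from 0.105% to 3.11%, which covers counting error only. Its log2 PL change of 5.75 rests on those 2 reads. DCR1 rested on 17 uninfected PS reads, with 0 in Set 1. With TMM scaling the log2 PL changes of DCR1, DCR2 and DROSHA were 2.61, 3.09 and 4.97, and with the libraries thinned to equal depth 2.74, 3.87 and 2.67. For DROSHA a finite thinned value needs at least 1 of its 2 uninfected PS reads to survive the random thinning. Its 2.67 therefore depends on the draw and is not a reliable estimate.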

We found significant up-regulation at the translational level in multiple proteins (Dcr1, Dcr2, and Drosha) that are required for biogenesis of miRNA and siRNA. The siRNA pathway is essential to the survival of mosquitoes infected with Sindbis virus and West Nile virus [25,26]. The miRNA pathway has previously been implicated in *An. gambiae* when infected with *Plasmodium*[27] and in Culicine mosquitoes infected with viral invaders [28]. Winter et al. found that *P. berghei* infection was significantly enhanced by knockdown of key components of the miRNA pathway (Dcr1, Ago1, and Drosha), suggesting a role for these proteins in the response to infection [27]. This is the first time, to our knowledge, that mosquito miRNA processing proteins have been found to be regulated at the translational level in response to *P. falciparum* infection in *An. gambiae*.

Additional proteins showing significant translational change include Spindle E (spnE), which is involved in RNA interference [29]. The predominantly upregulated translation that we have observed in this experiment and the presumably enhanced RNA interference activity seem to crease a paradox. In a preliminary study, we have observed significant increase of several mosquito miRNAs in the *P. berghei*-infected mosquitoes as compared with the uninfected control. Studies are ongoing to determine functions of those miRNAs and to identify their mRNA targets in the mosquito midgut.

Translation of mRNA transcripts that we identified in this study is modulated without affecting the translational status of the cellular transcriptome as a whole. 

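With rps7 scaling, the log2 PL change was above 0 in 91.7% of the 4567 transcripts, whether or not they met the criterion, and with TMM scaling in 62.4%. TMM scaling removes a factor common to most transcripts, so the latter share cannot show whether all transcripts shifted together. Both scalings left the 3 infected gradient medians above the 3 uninfected ones (two-sided exact permutation test, p = 0.1 for each, the smallest possible). With the transcripts ranked by total RNA level and divided into 3 groups of about equal size, the median log2 PL change with rps7 scaling was 1.45 in the lowest, 1.75 in the middle and 1.54 in the highest group.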

Several regulatory mechanisms could lead to the enhanced polysome association of mRNA: subcellular translocation may render some mRNA more accessible to ribosomes; particular RNA sequence motifs that are present in the 5′ and/or 3′ untranslated regions (UTRs) of the target mRNA are recognized by sequence-specific RNA-binding proteins. Are all the identified transcripts regulated by the same mechanism? A follow-up question is, what signal initiates the translational regulation? The *CTRP* knockout mutant strain of *P. falciparum* has impaired locomotion and is unable to invade the midgut epithelium [30]. Comparing mRNA translational states between mosquitoes that are infected by ookinetes of the wild-type *Plasmodium* or *CTRP* knockout *Plasmodium* mutant will reveal whether the translational regulation is triggered by ookinete invasion of the mosquito midgut.

This study takes a snapshot at 22–26 h after blood feeding, and demonstrates that both transcriptional and translational regulation of mosquito genes takes place when *Plasmodium* parasites invade the mosquito midgut. In order to provide a comprehensive view of the mode of gene regulation, more experiments need to be conducted with midguts and some other tissues (i.e. the fat bodies) at various time points after an infected blood meal. Furthermore, it is imperative to examine translational regulation in natural vector-parasite combinations since co-evolution and natural selection has made the mosquito-*Plasmodium* interactions vary among different vector-parasite combinations, or even between different geographical strains of the same species. Comparing gene expression in the *Plasmodium*-refractory and susceptible mosquitoes taken recently from an epidemic region in Africa may lead to identification of mosquito factors that determine the ability of mosquitoes to transmit the parasites.

## Conclusions

We report a previously neglected aspect of gene expression regulation in the midgut of *An. gambiae* mosquitoes after ingestion of a *Plasmodium*-infected blood meal. Compared with the mosquitoes fed on uninfected blood, a large group of genes in the infected mosquitoes exhibit a redistribution of their mRNA transcripts between monosomes (or ribonucleoprotein particles) and translationally active polysomes, without a concomitant change in the steady-state mRNA levels. This finding supports our hypothesis that the anti-malarial response of *Anopheles gambiae* occurs at both the transcriptional and translational level. Elucidating the profound impact on translation of mosquito mRNA will extend knowledge of the molecular interaction between malaria parasites and their mosquito hosts. Genes for which mRNA translation is affected by *Plasmodium* infection may have been previously deemed “irrelevant” simply because their transcription is not altered by exposure to the parasites. Functions of genes identified in this project will be further explored in future studies to reveal new targets that can be employed to reduce mosquito vector competence.

## Methods

### Gametocyte production and bloodfeeding

*P. falciparum* gametocyte cultures for infecting *Anopheline* mosquitoes were generated largely based upon the protocol of Looker and Taylor-Robinson [31]. Gametocyte cultures were initiated from asexual *P. falciparum* cultures (3D7G) following daily dilution with fresh human red blood cells and medium, with a starting parasitemia typically of 3-5% and a hematocrit of 5%. Gametocytemia was monitored during the course of each culture. At 17 days after seeding, an optimal mixture of male and female stage V gametocytes were present. Gametocytes were harvested and used immediately in bloodfeeding of mosquitoes.

Female adult *An. gambiae* (G3 strain) mosquitoes were maintained on 10% sucrose at 27 °C/80% humidity. Prior to bloodfeeding, the mosquitoes (4–6 days post-eclosion) were maintained overnight on water only. Bloodfeeding was carried out using a Hemotek 5 W1 system and collagen Hemotek feeding membranes (Discovery Workshops, Lancashire, England). Mosquitoes were allowed to feed for 15 minutes. This resulted in bloodfeeding of approximately 80-90% of available *Anopheles gambiae* females. A control group of mosquitoes were fed on uninfected blood and serum by essentially the same method.

### Polysomal RNA preparation

Feeding on infected and uninfected blood was scheduled 5 hours apart. Two hundred female mosquitoes were dissected for each group at 22–26 hours post blood meal (PBM) to obtain midguts. Dissections started at 22 h PBM and ended at 26 h PBM for both groups at each experiment. The samples were flash frozen in liquid nitrogen and stored at −80 °C until processed. Frozen samples were ground using a mortar and pestle, homogenized in 1 ml lysis buffer (15 mM Tris–HCl, pH 8.0, 300 mM NaCl, 5 mM MgCl_2_, 0.5 mM DTT, 0.1 mg/ml cycloheximide, 1 mg/ml heparin, 1% triton X-100, 0.2 U/ml RNase inhibitor) [32]. The extracts were spun 15 minutes at 14,000 rpm at 4 °C to remove cell debris and nuclei. An aliquot of the supernatant was saved for analysis of total cellular mRNA. The rest of the supernatant was directly applied to the top of a 10-60% linear sucrose gradient that was prepared as described by Arava [33], containing 20 mM Tris–HCl (pH 8), 140 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 0.1 mg/ml cycloheximide, and 0.5 mg/ml heparin. Centrifugation was carried out using an SW41-Ti rotor at 116,000 × g for 3 hours at 4 °C. Following spinning, gradient fractions were collected immediately using a Density Gradient Fractionation System (Brandel, Gaithersburg, MD) with simultaneous recording of absorbance profiles at 254 nm.

Following fractionation, non-polysomal aliquots (as shown in Figure 1) were pooled together into one sample, and polysomal aliquots were pooled into a second sample. The fraction between was discarded to ensure good separation. RNA samples from three independent infection experiments were collected. For each set, we had six RNA samples: polysomal and nonpolysomal RNAs of the infected mosquitoes, polysomal and nonpolysomal RNAs of the uninfected controls, and total cellular mRNAs of the infected and uninfected mosquitoes. A fourth set of samples were maintained as individual fractions for qRT-PCR analysis of specific transcripts.

### Oocyst observation

At 7–9 days after blood feeding, 10–30 females from the same cohorts that had been used earlier for RNA collection were dissected for midguts to estimate the efficiency of the *P. falciparum* infection. Midguts were placed into a well of a 24-well plate with 1 ml of 1% mercurochrome for 10 minutes, followed by multiple rinses with sterile water and 5 minutes incubation to remove residual mercurochrome. *P. falciparum* oocysts were visualized under a Zeiss fluorescent microscope. The results are shown in Additional file 3: Figure S1.

### RNA Isolation and sequencing preparation

RNA was extracted from the fractionated and unfractionated samples using Trizol reagent (Invitrogen, Carlsbad, CA). Sample preparation for Illumina-based mRNA sequencing was conducted based upon the manufacturer’s protocols “mRNA Sequencing Sample Preparation Guide” and “Preparing Samples for Multiplexed Paired-End Sequencing” (Part# 1005361Rev B, and Part# 1004898Rev D, Illumina, Inc., San Diego, CA). For each set, six cDNA libraries derived from the six RNA samples were uniquely tagged with index sequences at the PCR stage of sample preparation. Six libraries were pooled together and sequenced in a single lane of a flow cell. 76-cycle single read Illumina sequencing was conducted at the Virginia Bioinformatics Institute (VBI, Blacksburg, VA).

### Data analysis of the deep sequencing results

Sequencing reads were sorted into separate files according to their barcode, and linker sequences were removed. Each file was then converted into fasta format, and blasted against the annotated *An. gambiae* transcripts (CDNA-ALL.AgamP3.4.fa; from Vectorbase) with an e-value cutoff set to −20. The number of hits for each transcript was compiled in a list with a master table generated that showed the numbers of reads for each transcript in each sample. All RNA-seq data is deposited in Gene Expression Omnibus [GEO: GSE38707].

In order to obtain an accurate picture of the change in mRNA abundance, we eliminated transcripts from further consideration when the total hits in the paired polysomal and nonpolysomal pools of either infected mosquitoes or uninfected control were below 20 reads. We reasoned that levels of these transcripts were barely above the threshold of sequencing detection, and the numbers of reads might not accurately reflect their true abundance.

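The minimum of 20 reads in every gradient left 4567 transcripts and removed 7208 others that had at least 1 read in the PS or NP libraries. With a minimum of 100 reads in every gradient the criterion of the methods gave 455 increased and 4 decreased transcripts, and with 20 reads summed over the 3 gradients of each group it gave 1562 and 9.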

RNA-seq data for the unfractionated RNA samples (total cellular RNA) were normalized with *rps-7*, a commonly used internal housekeeping control gene encoding 40 S ribosomal protein S7 [34,35]. As shown in Figure 5, the distribution of *rps-7* mRNA in sucrose gradients was quite similar between the *P. falciparum*-infected and uninfected mosquitoes. 

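The rps7 transcript is AGAP010592-RA. Its count was between 268 and 1450 in the PS libraries, between 1616 and 4343 in the NP libraries and between 921 and 4485 in the total RNA libraries. It made up 0.0653%, 0.0566% and 0.0290% of the counts in the uninfected PS libraries of Sets 1 to 3, and 0.0259%, 0.0346% and 0.0270% in the infected PS libraries. Scaling to rps7 fixes its PL at 0.249 in all 6 gradients. PS and NP libraries were each scaled to the mean rps7 count of their own kind, and those means set the 0.249. PL levels are thus relative and not absolute shares on polysomes. The size of the log2 PL changes also depends on this constant. With TMM scaling, which does not use rps7 as the reference, the log2 PL change of rps7 itself was -1.33.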

Polysomal and non-polysomal RNA samples were each separately normalized against *rps-7* in the corresponding sucrose gradient fractions.

The portion of each transcript associated with polysomes (polysome loading, PL) in each sample was assessed from the number of reads for polysomal (P) and non-polysomal (NP) as follows: PL = P/(NP + P). Averages across the three replicate samples for each transcript were obtained, and log_2_ transformations of these averages were performed. To evaluate the change in translational state for every transcript, the log_2_ PL was compared between the *P. falciparum*-infected mosquitoes and the uninfected control. Unpaired two-tailed *t*-tests were conducted as described by Kawaguchi et al. [9]. Transcripts with *p*-values below 0.05 were examined further.

### Quantitative real-time RT-PCR (qRT-PCR)

To validate the polysomal association data, we carried out qRT-PCR analysis with aliquots of the pooled polysomal and non-polysomal samples that were used in RNA-seq analysis. Sixteen randomly selected transcripts were measured using the Invitrogen SYBR GreenER kit (Invitrogen, Carlsbad, California) according to manufacturer’s protocols, with an ABI Prism 7300 Real Time PCR System (Applied Biosystems, Carlsbad, California). The sequences of the primers used are listed in Additional file 2: Table S2.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

EAM, ML and JZ carried out experimental procedures. EAM generated *Plasmodium falciparum* gametocytes from *in vitro* culture. EAM, ZT and JZ analyzed the RNA-seq data. EAM and JZ wrote the article. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.**Analysis of the steady-state mRNA levels and mRNA association with polysomes during *Plasmodium* infection. (XLSX 470 kb) Click here for file

Additional file 3 **Figure S1.***Plasmodium falciparum oocyst counts in Anopheles gambiae at 7–9 days post blood feeding.* Midguts were examined in 56 female mosquitoes that had been fed on *P. falciparum*-infected blood. Each “*” represents one mosquito. 64.3% of the mosquitoes were infected. It is possible that the actual infection rate was higher as we possibly did not remove away some of the unfed mosquitoes. The infection rate represents a conservative estimate. The average infected midgut with oocysts had 2.22 oocysts. The image on the right panel shows oocysts that we observed in a representative mosquito. (JPEG 985 kb) Click here for file

Additional file 2 **Table S2.**Primers used in qRT-PCR. Click here for file

## References

[B1] MurrayCJRosenfeldLCLimSSAndrewsKGForemanKJHaringDFullmanNNaghaviMLozanoRLopezADGlobal malaria mortality between 1980 and 2010: a systematic analysisLancet2012379981441343110.1016/S0140-6736(12)60034-822305225

[B2] SindenREAlaviYRaineJDMosquito–malaria interactions: a reappraisal of the concepts of susceptibility and refractorinessInsect Biochem Mol Biol200434762562910.1016/j.ibmb.2004.03.01515242703

[B3] WhittenMMShiaoSHLevashinaEAMosquito midguts and malaria: cell biology, compartmentalization and immunologyParasite Immunol200628412113010.1111/j.1365-3024.2006.00804.x16542314

[B4] CirimotichCMDongYGarverLSSimSDimopoulosGMosquito immune defenses against Plasmodium infectionDev Comp Immunol201034438739510.1016/j.dci.2009.12.00520026176PMC3462653

[B5] BlandinSAMaroisELevashinaEAAntimalarial responses in Anopheles gambiae: from a complement-like protein to a complement-like pathwayCell Host Microbe20083636437410.1016/j.chom.2008.05.00718541213

[B6] DongYAguilarRXiZWarrEMonginEDimopoulosGAnopheles gambiae immune responses to human and rodent Plasmodium parasite speciesPLoS Pathog200626e5210.1371/journal.ppat.002005216789837PMC1475661

[B7] KumarSChristophidesGKCanteraRCharlesBHanYSMeisterSDimopoulosGKafatosFCBarillas-MuryCThe role of reactive oxygen species on Plasmodium melanotic encapsulation in Anopheles gambiaeProc Natl Acad Sci USA200310024141391414410.1073/pnas.203626210014623973PMC283559

[B8] VlachouDSchlegelmilchTChristophidesGKKafatosFCFunctional genomic analysis of midgut epithelial responses in Anopheles during Plasmodium invasionCurr Biol200515131185119510.1016/j.cub.2005.06.04416005290

[B9] KawaguchiRGirkeTBrayEABailey-SerresJDifferential mRNA translation contributes to gene regulation under non-stress and dehydration stress conditions in Arabidopsis thalianaPlant J200438582383910.1111/j.1365-313X.2004.02090.x15144383

[B10] KoritzinskyMMagagninMGvan den BeuckenTSeigneuricRSavelkoulsKDostieJPyronnetSKaufmanRJWepplerSAVonckenJWGene expression during acute and prolonged hypoxia is regulated by distinct mechanisms of translational controlEMBO J20062551114112510.1038/sj.emboj.760099816467844PMC1409715

[B11] QinXAhnSSpeedTPRubinGMGlobal analyses of mRNA translational control during early Drosophila embryogenesisGenome Biol200784R6310.1186/gb-2007-8-4-r6317448252PMC1896012

[B12] IguchiNTobiasJWHechtNBExpression profiling reveals meiotic male germ cell mRNAs that are translationally up- and down-regulatedProc Natl Acad Sci USA2006103207712771710.1073/pnas.051099910316682651PMC1472510

[B13] ProvenzaniAFronzaRLoreniFPascaleAAmadioMQuattroneAGlobal alterations in mRNA polysomal recruitment in a cell model of colorectal cancer progression to metastasisCarcinogenesis20062771323133310.1093/carcin/bgi37716531451

[B14] XiYNakajimaGSchmitzJCChuEJuJMulti-level gene expression profiles affected by thymidylate synthase and 5-fluorouracil in colon cancerBMC Genomics200676810.1186/1471-2164-7-6816584549PMC1448211

[B15] MelamedDEliyahuEAravaYExploring translation regulation by global analysis of ribosomal associationMethods200948330130510.1016/j.ymeth.2009.04.02019426805

[B16] HolcikMSonenbergNTranslational control in stress and apoptosisNat Rev Mol Cell Biol20056431832710.1038/nrm161815803138

[B17] YeJFangLZhengHZhangYChenJZhangZWangJLiSLiRBolundLWEGO: a web tool for plotting GO annotationsNucleic Acids Res200634Web Server issueW293W2971684501210.1093/nar/gkl031PMC1538768

[B18] LemaitreBHoffmannJThe host defense of Drosophila melanogasterAnnu Rev Immunol20072569774310.1146/annurev.immunol.25.022106.14161517201680

[B19] MaroisEThe multifaceted mosquito anti-Plasmodium responseCurr Opin Microbiol201114442943510.1016/j.mib.2011.07.01621802348

[B20] IzraeliSPfleidererCLionTDetection of gene expression by PCR amplification of RNA derived from frozen heparinized whole bloodNucleic Acids Res19911921605110.1093/nar/19.21.60511719488PMC329069

[B21] DanielliABarillas-MuryCKumarSKafatosFCLoukerisTGOverexpression and altered nucleocytoplasmic distribution of Anopheles ovalbumin-like SRPN10 serpins in Plasmodium-infected midgut cellsCell Microbiol2005721811901565906210.1111/j.1462-5822.2004.00445.x

[B22] TaharRBoudinCThieryIBourgouinCImmune response of Anopheles gambiae to the early sporogonic stages of the human malaria parasite Plasmodium falciparumEMBO J200221246673668010.1093/emboj/cdf66412485988PMC139085

[B23] GarverLSDongYDimopoulosGCaspar controls resistance to Plasmodium falciparum in diverse anopheline speciesPLoS Pathog200953e100033510.1371/journal.ppat.100033519282971PMC2647737

[B24] MitriCJacquesJCThieryIRiehleMMXuJBischoffEMorlaisINsangoSEVernickKDBourgouinCFine pathogen discrimination within the APL1 gene family protects Anopheles gambiae against human and rodent malaria speciesPLoS Pathog200959e100057610.1371/journal.ppat.100057619750215PMC2734057

[B25] BrackneyDEBeaneJEEbelGDRNAi targeting of West Nile virus in mosquito midguts promotes virus diversificationPLoS Pathog200957e100050210.1371/journal.ppat.100050219578437PMC2698148

[B26] MylesKMWileyMRMorazzaniEMAdelmanZNAlphavirus-derived small RNAs modulate pathogenesis in disease vector mosquitoesProc Natl Acad Sci USA200810550199381994310.1073/pnas.080340810519047642PMC2604946

[B27] WinterFEdayeSHuttenhoferABrunelCAnopheles gambiae miRNAs as actors of defence reaction against Plasmodium invasionNucleic Acids Res200735206953696210.1093/nar/gkm68617933784PMC2175301

[B28] SkalskyRLVanlandinghamDLScholleFHiggsSCullenBRIdentification of microRNAs expressed in two mosquito vectors, Aedes albopictus and Culex quinquefasciatusBMC Genomics20101111910.1186/1471-2164-11-11920167119PMC2834634

[B29] KennerdellJRYamaguchiSCarthewRWRNAi is activated during Drosophila oocyte maturation in a manner dependent on aubergine and spindle-EGenes Dev200216151884188910.1101/gad.99080212154120PMC186417

[B30] TempletonTJKaslowDCFidockDADevelopmental arrest of the human malaria parasite Plasmodium falciparum within the mosquito midgut via CTRP gene disruptionMol Microbiol20003611910.1046/j.1365-2958.2000.01821.x10760158

[B31] LookerMTaylor-RobinsonAWKirsten Moll IL, Hedvig P, Artur S, Mats WCultivation of Plasmodium falciparum gametocytes for mosquito infectivity studiesMethods In Malaria Research20085MR4/ATCC, Manassas, Virginia

[B32] BianGRaikhelASZhuJCharacterization of a juvenile hormone-regulated chymotrypsin-like serine protease gene in Aedes aegypti mosquitoInsect Biochem Mol Biol200838219020010.1016/j.ibmb.2007.10.00818207080PMC2253661

[B33] AravaYIsolation of polysomal RNA for microarray analysisMethods Mol Biol200322479871271066710.1385/1-59259-364-X:79

[B34] HessAMPrasadANPtitsynAEbelGDOlsonKEBarbacioruCMonighettiCCampbellCLSmall RNA profiling of Dengue virus-mosquito interactions implicates the PIWI RNA pathway in anti-viral defenseBMC Microbiol2011114510.1186/1471-2180-11-4521356105PMC3060848

[B35] LiuCPittsRJBohbotJDJonesPLWangGZwiebelLJDistinct olfactory signaling mechanisms in the malaria vector mosquito Anopheles gambiaePLoS Biol20108810.1371/journal.pbio.1000467PMC293086120824161

# Supplementary material for: Translational regulation of Anopheles gambiae mRNAs in the midgut during Plasmodium falciparum infection
**Source:** BMC Genomics. 2012 Aug 2;13:366. doi: 10.1186/1471-2164-13-366
**Supplement:** Additional file 2 — Table S2.Primers used in qRT-PCR.

Table S2. Primers used in qRT-PCR

| Transcript Targeted | Forward Primer | Reverse Primer |
| --- | --- | --- |
| DAP | GGGATCGGAGCCATCATCGCGCCAA | TGGCGTATCTGAAGCCTGTGCAAGCG |
| rpS7 | TTCAACAACAAGAAGGCGATCA | CTTGTACACCGACGCAAAAGTG |
| Caspar | CCGCTTTTCTAAACGCTGTC | AAACAGGTTGCATGTGTGGA |
| ClipB17 | CGAAGGCATTACTTCTGCTGTACTGA | GTACGTACCGTCCTGGATTTTGACC |
| Dcr1 | CGGTGTGGGGGAGGCGGAAGATGTG | GCGTCGTCCGTCCGTCAGCTTCTCC |
| Dcr2 | GCAACGAGCTGCACCGGCACATCC | CTGGCGCACCACCTGGATCGGTGT |

How the deposited data were processed for this re-analysis (not part of the article)

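Midguts were taken from An. gambiae females given blood with or without P. falciparum, 22 to 26 hours after the meal in 3 independent experiments (Sets 1 to 3). Extracts were separated on sucrose gradients into polysomal (PS) and nonpolysomal (NP) pools, and total RNA was kept, giving 6 libraries per set and 18 in all. The 6 libraries of a set were sequenced together in 1 lane.

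The authors sorted 76-cycle single reads by barcode, removed linkers and searched them with BLAST against the AgamP3.4 transcripts. They deposited the number of hits as counts for 13621 transcripts, with no normalization. How reads that matched several transcripts were assigned, and the BLAST version, are not given in the sources used here. The same table holds 10 further columns with the authors' normalized PL values and averages, which were not used. Column totals equalled the mapped reads of Table 1 and ranged from 473146 to 7772228 counts.

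From the counts, the methods were retraced. PS, NP and total RNA libraries were each scaled to the rps7 transcript (AGAP010592-RA), which was identified because its count multiplied by the scaling of Table S1 was constant within each kind of library. Transcripts with at least 20 reads (PS and NP together) in every one of the 6 gradients were kept, 4567 in number. PL was computed as P/(NP + P) in each gradient, and the criterion of the methods was a log2 ratio of the mean PL of at least 1 or at most -1 with an unadjusted p under 0.05 in an unpaired equal-variance test. The recount found all 1177 transcripts of Table S1 and 9 others.

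The main test was made on the counts with edgeR 4.0.16 in R 4.3.3: a quasi-likelihood fit with gradient, fraction and fraction by infection, offsets from the rps7 counts, and Benjamini-Hochberg adjusted p under 0.05 without a fold minimum. Total RNA was tested in the same way between 3 infected and 3 uninfected libraries. Standard errors given with edgeR changes of named transcripts were derived from the test statistic. They are the absolute log2 change divided by the square root of F. The rps7 transcript passed the read minimum and was kept in the fits as designed, although its scaled value does not vary. DESeq2 1.42.0 was used as an alternative. For single values an exact permutation test was used, whose smallest two-sided p is 0.1 for 3 against 3. No pair of replicate libraries was alike: the chi-square per degree of freedom between replicates was at least 24.2.

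The same set number marks infected and uninfected mosquitoes of one experiment, sequenced in one lane, so the numbers pair the samples. Deviations from the group means correlated across transcripts with r = -0.0753, 0.0147 and 0.148 for PS against NP in Sets 1 to 3, and with r = -0.0147, 0.0971 and 0.0443 for total RNA. Counts of called transcripts with the set as a replicate block are given beside those without it.

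The procedures were tested on simulated counts for 4566 transcripts of which 200 were changed by a log2 value of 3 in either direction. At a dispersion of 0.1 the PS against NP test in edgeR recovered 90% of them with 6 false calls, and at a dispersion of 0.4 it recovered 0.5%. DESeq2 recovered 21% at a dispersion of 0.4, with 12.5% of its calls false. With the replicate block edgeR recovered 87% at 0.1 and 0% at 0.4, and DESeq2 36.5% at 0.4, with 24.0% of its calls false. The edgeR test of total RNA recovered 100% at 0.1 and 61% at 0.4. The simulated changes went evenly in both directions, whereas 91.7% of the real transcripts had a higher PL in infected mosquitoes. The dispersion of the real libraries is not given here. The recoveries therefore do not tell how many real changes the tests would find.

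The rule for named transcripts was planned, but after Table 3 and Table S1 had been seen and Table S1 had been retraced on the counts. It took the genes of Table 3, other measured genes the paper names with an identifier, and the 7 transcripts of decreased PL. From each edgeR test it took up to 3 transcripts in each direction. These had the largest change among those called with the same direction in all 3 sets. Other scalings (TMM, DESeq2 size factors, total counts), read minimums, tests and thresholds, 1 transcript per gene, libraries thinned to equal depth (with a fixed seed) and leaving out each replicate were tried. Quantitative RT-PCR, gene ontology and genome coordinates were not analysed here, and TOLL5A was not paired with an identifier in the tables used here.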

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

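The tests of this part were chosen after the values had been seen. One transcript that the paper does not discuss took a large share of a single library. AGAP002076-RA held 28.4% of the counts in the infected NP library of Set 1, with a count of exactly 1000000, and between 0.0171% and 1.47% in the uninfected libraries. The infected total RNA library of Set 1 also held it at 10.5%, which argues against an error confined to 1 library. The infected PS library of Set 1 held it at 0.472%, within the range of the uninfected libraries. In the infected libraries of Sets 2 and 3 its share was at most 0.387%, which argues against an effect of infection shared by the sets. For the round number, an upper limit in the counting stays open: 0 counts of the table lie above it, but this holds for any largest count, and the next was 537818. What raised the transcript in the infected NP and total RNA libraries of Set 1 stays open, since no name or sequence for it was used here. The count does not enter the rps7-scaled values of other transcripts, but it adds to the total of its library under total-count scaling.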

How the results depend on the processing

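The combinations of TMM scaling with a replicate block, with no gradient term or with DESeq2 were chosen after seeing the data. So were the fits without rps7. All other alternatives were planned. Retracing Table S1 had by then already compared forms of the test and read minimums on these counts. The alternative that takes other ribosomal protein transcripts as the reference was not run, because no table used here names them. The cause of a change was not tested unless it is given.

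Transcripts with increased and decreased PL by the criterion of the methods numbered 1179 and 7. They were 315 and 212 with TMM scaling, 307 and 213 with DESeq2 size factors, 720 and 38 with total-count scaling, 455 and 4 with at least 100 reads in every gradient (fewer transcripts tested), 706 and 2 with the replicate block (a paired test), 39 and 0 with adjusted p, and 190 and 143 with the replicate block and TMM scaling. Decreased transcripts were 1 with libraries thinned to equal depth, 4 with unequal variances and 3 with the test on log2 PL. With 1 gradient left out, increased transcripts ranged from 574 (without uninfected replicate 1) to 2079 (without infected replicate 2) and decreased ones from 1 (without infected replicate 1) to 42 (without infected replicate 2). Increased ones were 738 without infected replicate 3 and 625 without uninfected replicate 2, and decreased ones 4, 2 and 3 without infected replicate 3 and uninfected replicates 1 and 2.

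In edgeR's test of PS against NP, 0 transcripts were called, with 1775 at an unadjusted p under 0.05. The count stayed at 0 in both directions with TMM scaling, DESeq2 size factors, total-count scaling, 20 reads summed, 1 transcript per gene, thinning and 5 of 6 omissions. An adjusted p under 0.01 or a 2-fold minimum cannot raise a count of 0 and tests nothing here. It was 1193 increased and 0 decreased with the replicate block, 976 and 2 with no gradient term, 2071 and 5 with DESeq2, 292 and 0 with at least 100 reads, and 1220 and 0 with no read filter. Leaving out 1 gradient gave 0 to 1793 increased and 0 to 16 decreased, both highest without infected replicate 2. With TMM scaling, 10 were increased and 37 decreased with no gradient term, 438 and 171 with DESeq2, and 0 and 0 with the replicate block. With the replicate block and rps7 left out of the fit, 1238 were increased.

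For total RNA, edgeR called 0 increased and 1 decreased. DESeq2 gave 95 and 332, or 270 and 329 with TMM scaling. At least 100 reads gave 1 and 17. The decreased count was 0 with total-count scaling, 20 reads summed, the replicate block (also with TMM scaling) and an adjusted p under 0.01. Omissions gave 0 to 382 increased and 0 to 202 decreased, both highest without uninfected replicate 1; without uninfected replicate 3 there were 35 decreased and 0 increased, and without any of the other 4 libraries 0 in both directions.

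The groups of increased, constant and decreased total RNA held 163, 911 and 105 transcripts. They held 42, 230 and 43 with TMM scaling, 42, 224 and 41 with DESeq2 size factors, 83, 570 and 67 with total-count scaling, and 60, 373 and 22 with at least 100 reads. The decreased group held 211 with 20 reads summed and 218 with no read filter. Omissions gave 69 to 246 increased, 304 to 1150 constant and 24 to 782 decreased transcripts. Without uninfected replicate 1 the groups held 246, 304 and 24, without uninfected replicate 2 they held 69, 496 and 60, and without infected replicate 2 the constant group held 1150 and the decreased one 782. The increased group held 81 without uninfected replicate 3, and the constant group 545 without infected replicate 3.

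The median log2 PL change of 1.56 was 0.41 with TMM scaling and 0.42 with DESeq2 size factors, 2.14 with 20 reads summed and 2.20 with no read filter, and was above 0 in every alternative run. Gradients were apart with infected above in 2058 transcripts and below in 49. These were 699 and 477 with TMM scaling and 684 and 483 with DESeq2 size factors; 177 lay below with total-count scaling, and above were 3098 with 20 reads summed, 785 with at least 100 reads and 3136 with no read filter, where chance gives 5% each way. Omissions gave 57 to 161 below, but there 2 gradients are compared with 3 and chance gives 10% each way, so these are not comparable with the 49.

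Of the Table 3 genes, 0 passed over all transcripts and 24 over the list alone. With the replicate block 15 passed over all, with no gradient term 19, and on omission 0 to 19, the highest without infected replicate 2. Over the list alone 6 passed with TMM scaling, 0 with DESeq2 size factors and 13 with total-count scaling, and 6 to 23 on omission, with 15 and 6 without infected replicates 1 and 3 and 7 and 11 without uninfected replicates 1 and 2. The r between PL change and total RNA change stayed negative in every alternative run. It was weakest at -0.32 without uninfected replicate 1 and -0.37 without infected replicate 1. It moved by less than its spread between sets, but that spread was wide, with an SD of 0.38.

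Among the named transcripts only AGAP012296-RA changed sign in edgeR's PS against NP change, which was 0.97 and not called: it was -0.97 with TMM scaling, -0.96 with DESeq2 size factors and -0.25 without infected replicate 1, and with 1 gradient left out it ranged from -0.25 to 2.21. With TMM scaling it was -0.99 with the replicate block, -1.11 with no gradient term and -0.98 with DESeq2. Under the alternatives, 42 values of the log2 PL change of named transcripts moved by more than the spread between gradients without changing sign where called, and 409 did not. For edgeR's PS against NP change, 139 values passed the threshold that none passed before, in the same direction. No log2 PL change could be given for CLIPA14, CLIPC3 and DROSHA without uninfected replicate 3, as no uninfected PS read was left. Depth limits the PL of uninfected mosquitoes: 299 of the 1179 transcripts had no read in at least 1 uninfected PS library, and those of Sets 1 and 2 held 1049208 and 473146 counts.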

Differences from the paper's values

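Only the replicate block with rps7 left out was a test chosen after its result was seen. The paper's values are 1170 increased and 7 decreased transcripts. The edgeR test of PS against NP gave 0 and 0 at an adjusted p under 0.05. It gave 1251 in either direction at an adjusted p under 0.1, and 1775 at an unadjusted p under 0.05. The 2 tests are not the same, the paper's p-values being unadjusted. Of the alternatives set before the data were examined, the number of increased transcripts came within 1.5 times the paper's with the replicate block (1193), with no gradient term (976) and with no read filter (1220), and the number of decreased transcripts with DESeq2 (5); the others did not, DESeq2 giving 2071 increased. The replicate block with rps7 left out, chosen after seeing the values, gave 1238 increased and drops 573 of the paper's 1170. Of the 1193, 577 are in Table S1. The 1220 came from 7971 tested transcripts. For the 976 and the 1220 no overlap with Table S1 is given, so only the numbers are compared. The recount by the criterion of the methods gave 1179 and 7.

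The paper's Table 3 lists 25 genes as significantly changed, and 0 of them passed in edgeR adjusted over all transcripts. With no gradient term, and without infected replicate 2, 19 passed, within 1.5 times the paper's number; with the replicate block 15 passed, which is not. DESeq2 called 24, and edgeR adjusted over the list alone 24.

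The paper states that translation of the identified transcripts changed without an effect on the translational status of the transcriptome as a whole. With the paper's own rps7 scaling, 91.7% of the transcripts had a higher PL in infected mosquitoes, and with TMM scaling 62.4%. TMM scaling removes a factor common to most transcripts, so the 62.4% cannot decide whether the transcriptome as a whole shifted. REL-1 meets the paper's criterion in Table S1 with a log2 PL change of 1.30, or 0.23 with TMM scaling, and is absent from Table 3. For the uninfected total RNA library of Set 3, the paper's read numbers give 87.5% mapped where Table 1 prints 71.3%.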

Other observations

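The counts of other splits of the samples, thinning to equal depth, TMM scaling and the minimum of 100 reads were planned, but the use of the last 3 to test explanations, and all other tests of this part, were chosen only after the result was seen.

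With rps7 scaling most transcripts had a higher PL in infected mosquitoes, with a median log2 change of 1.56 and a median edgeR log2 change of PS against NP of 2.45. Counting error of the rps7 reads is argued against, since its standard error on the scale of that edgeR change was 0.0533. Unequal depth of the libraries as the whole source is argued against by thinning to equal depth, which left a median of 1.27. The low mapped share of the uninfected PS libraries of Sets 1 and 2 stays open: the median within Set 3, whose uninfected PS library mapped 83.5%, was 1.29, but that is a single pair of gradients. A shift of rps7 itself between the fractions stays open. The edgeR change was above that of rps7 in 91.6% of the transcripts, but rps7 scaling fixes the change of rps7 at 0, so this count only restates the pattern. With no second reference at hand, a shift of rps7 and a shift of most other transcripts cannot be told apart from these counts. For a separate infection the paper reports an unchanged rps7 distribution across the gradient fractions (Figure 5), which bears on a shift of rps7. That experiment is not among the libraries used here. One common factor between rps7 and all other transcripts, which TMM scaling would remove, left 1176 transcripts with the gradients of the groups apart in either direction, against 140 to 849 in the 9 other splits of the gradients; with 10 splits, chance cannot be excluded. Infected and uninfected blood meals were also scheduled hours apart in each experiment, which no value here separates from infection. A biological effect of infection on most transcripts stays open and untested.

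The criterion of the methods called 1186 transcripts in either direction in the real grouping and 15 to 179 in the 9 other splits of the 6 gradients, so 1 of 10 splits gave as many. With the set as a replicate block, edgeR called 1193 in the real grouping and 0 in the 3 others that exchange infected and uninfected within sets, 1 of 4 splits. For edgeR without the block 10 of 10 splits gave as many calls, but all gave 0, so this count says nothing. Its number of transcripts with an unadjusted p under 0.05 was 1775 in the real grouping and 1 to 688 in the other splits. For total RNA 1 of 10 splits gave as many calls in edgeR. Splits this few cannot exclude chance.

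The negative relation between PL change and total RNA change across transcripts, r = -0.55, was -0.46 among transcripts with at least 100 reads in every gradient. That value argues against few reads per transcript as its whole source. With TMM scaling r was -0.47. With total-count scaling it was -0.51. A scaling multiplies all transcripts of a library by 1 factor, which can move r only a little. These values argue against rps7 scaling as the whole source of the relation. However, 3 of 10 splits of the samples gave an r as far from 0, and within sets r was -0.59, 0.17 and -0.20, so chance stays open.

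Of the 7 transcripts with decreased PL, 1 pair had counts that differed by at most 2 in any library. Reads counted on both transcripts would give this, but the near-equal counts are the pattern itself, so the explanation stays open. The 9 transcripts that met the criterion in the recount and are not in Table S1 are reported without an explanation.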
